A study of Mus musculus with 18 samples. Its data were reported in "Gut microbiota-testis axis: FMT improves systemic and testicular micro-environment to increase semen quality in type 1 diabetes" (2022).

How the data were processed

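Spleens of ICR mice aged 10 weeks were frozen, and poly(A)-enriched RNA from each was sequenced on an Illumina HiSeq instrument. The table holds 18 libraries, 3 for each of 6 groups. The groups were taken from the sample labels. Con animals were controls on a regular diet with saline. A10 animals received alginate oligosaccharide (AOS), a short sugar chain from brown algae, at 10 mg per kg. STZ animals received streptozotocin, which destroys the insulin-producing cells of the pancreas and so models type 1 diabetes. STZ-A10 animals received both. A10-FMT and Con-FMT animals received STZ and a fecal microbiota transplant (FMT), from donors given AOS or from control donors. The 3 libraries of a group are separate animals, and every column was given to a sample (0 left over).

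The deposited values are RPKM (reads per kilobase of gene, scaled to the mapped reads of the library), made by the authors from reads aligned to reference genes with SOAPaligner. The authors give neither the genome build nor the annotation version. The unit was checked on the values. The columns summed to 673221 to 884539, with a coefficient of variation of 8.04%. Multiplied by gene length and summed, they differed by only 1.53%, as RPKM should. The table holds no read counts, so the depth of a library is unknown, and no counting interval was computed. In 212 genes of the olfactory, vomeronasal and taste receptor families, which the spleen hardly transcribes, the most frequent value was sought in a narrow fixed window near the bottom of the scale. It was 0.08 to 0.09 RPKM, which corresponds to about 11 to 12 reads per kilobase at an RPKM of 1 if it stands for a single read. A single-read value outside the window could not have been found. Values under 1 RPKM are therefore treated as resting on few reads.

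The table has 19326 lines. Of these, 6 that carry 3 repeated names were left out, 26 names had been turned into dates by a spreadsheet, and 377 genes were at 0 in every library. Of the symbols, 19079 (98.7%) were found in the reference name tables. Positions come from GENCODE release M21 (GRCm38) by gene symbol and may differ from the authors' build.

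Group differences were tested with limma 3.58.1 (trend) in R 4.3.3 on log2(RPKM + 1). Genes had to reach an RPKM of 1 in at least 3 libraries, which left 12905. All 18 libraries were fitted in a single model with a coefficient per group and no covariate. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The 6 group pairs and the interaction of STZ and AOS were tested. Named genes are the 3 with the largest change in each direction among genes past the threshold whose libraries do not overlap between the groups and whose higher group reaches a mean RPKM of 5. The tests, this rule and the lists below were fixed before the data were examined. Tests chosen later are identified as such in the closing observations.

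A list of 20 study genes holds the transcripts of the proteins that the study stained or blotted in the spleen, with apoptosis, iron and hemoglobin clearance genes. It was adjusted over all genes tested and over the list alone. Because the study chose some of these proteins on animals of this experiment, the second adjustment is not independent evidence. Another 19 lists, written from general knowledge, cover complement and coagulation, platelets, steroid hormone biosynthesis, monosaccharide biosynthesis, T cell activation, B cells, plasma cells, erythroid cells, red pulp macrophages, neutrophil progenitors, proliferation, liver, exocrine pancreas, endocrine pancreas, adipose tissue, steroid-making cells of adrenal and gonad, testis germ cells, Y-linked genes and p53 targets. They were tested with camera at a preset correlation of 0.01. Fry and camera with an estimated correlation were alternatives. The endocrine pancreas list had 2 tested genes, under the minimum of 3, and was not tested, which left 108 tests.

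Reversal of the STZ changes was measured as Pearson's correlation across genes between the log2 fold change of STZ against Con and that of a transplant group against STZ. Genes are not independent replicates, and the STZ group enters both fold changes with opposite sign, which makes the correlation negative without any effect of the transplant. The value was therefore set against 1000 simulated groups unchanged from STZ, made of the STZ means plus residuals of whole libraries. The reported p-value is the one-sided share of simulations with as low a correlation, and a value counts as past the threshold outside the central 95% of the simulations.

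On simulated data of 12905 genes with 200 changed by 2 on the log2 scale, the test recovered 198 and called 10 unchanged genes. It called 0 genes in a comparison without change, and 0 of 100 unchanged lists had an unadjusted p under 0.05. The genes were simulated independently of each other, the changed ones among genes with a mean log2 value above 2. The unchanged lists were random genes. The simulation therefore cannot show how often camera calls unchanged lists whose genes are correlated, as in the real lists.

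The alternatives tried were quantile normalization, no filter on low values, an RPKM of at least 1 in every library, limma without trend, a pseudocount of 0.1, fits of the compared groups only, array weights, the replicate number as a block, the study's threshold, and leaving out each replicate. Median centring, simulated groups without an STZ effect, the gene-by-gene estimate of the array weights, and the counts of study genes under both filters, the pseudocount, limma without trend and array weights were added after the data were seen. A test on group sums in the manner of the study's methods needs counts and was not run. The study's liver, testis, microbiota and metabolite measurements were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.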

Results

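The spleen transcriptome was measured by RNA sequencing in 18 mice, 3 in each of the groups Con, A10, STZ, STZ-A10, A10-FMT and Con-FMT. Between 11532 and 12893 genes reached an RPKM of 1 in a library. Within groups, the log2 values of pairs of libraries correlated across genes with Pearson's r of 0.951 to 0.979 in Con, 0.987 to 0.988 in A10, 0.965 to 0.983 in STZ, 0.976 to 0.990 in STZ-A10, 0.942 to 0.973 in A10-FMT and 0.988 to 0.992 in Con-FMT. The 6 globin genes made up 10.4% to 42.7% of the summed RPKM of a library. Their share was 36.8% ± 7.56 (SD, n = 3) in A10-FMT, 26.3% ± 13.8 in STZ, 27.7% ± 6.43 in Con and 28.2% ± 5.55 in Con-FMT. The median log2 value of the tested genes ran from 3.32 to 3.77. It fell as the globin share rose, with a Pearson r of -0.875 and a Spearman rho of -0.98 over the 18 libraries. The permutation p was 1e-05 for each, the smallest that 100000 permutations can give (1.7e-05 adjusted over 5 relations of this kind). Without the 2 libraries farthest from the median share r was -0.877, and within groups it was -0.861. Since RPKM is scaled to the reads of a library, a negative relation is in part expected by construction.

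**Figure D1:**
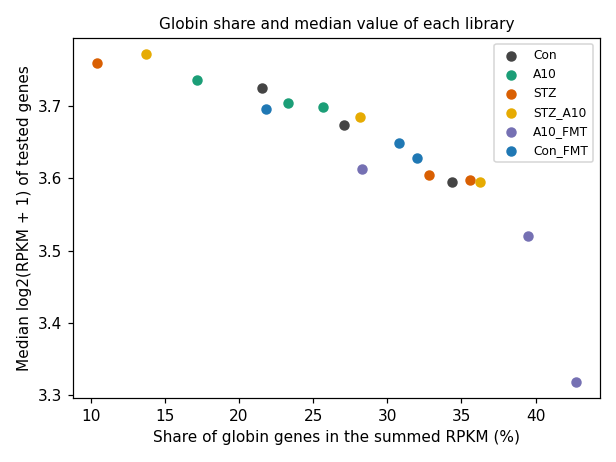
Share of the 6 globin genes in the summed RPKM of each library (x axis, percent) against the median log2(RPKM + 1) of the tested genes (y axis), a point per library coloured by group. The median fell from 3.77 to 3.32 as the share rose.

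Transcripts made in large amounts by other organs were present at levels that differed between libraries. Albumin (Alb) ran from 0.1 RPKM in STZ-A10 replicate 3 to 174.72 in A10-FMT replicate 3, and was 0.32, 1.45 and 0.95 in the STZ libraries. Trypsin (Prss2) ran from 0.52 in Con replicate 3 to 1450.72 in A10-FMT replicate 2. The sperm protamine Prm1 was 11.27, 85.59 and 6.56 in the Con libraries and at most 4.24 elsewhere. These levels bear on several of the comparisons that follow.

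**Figure D2:**
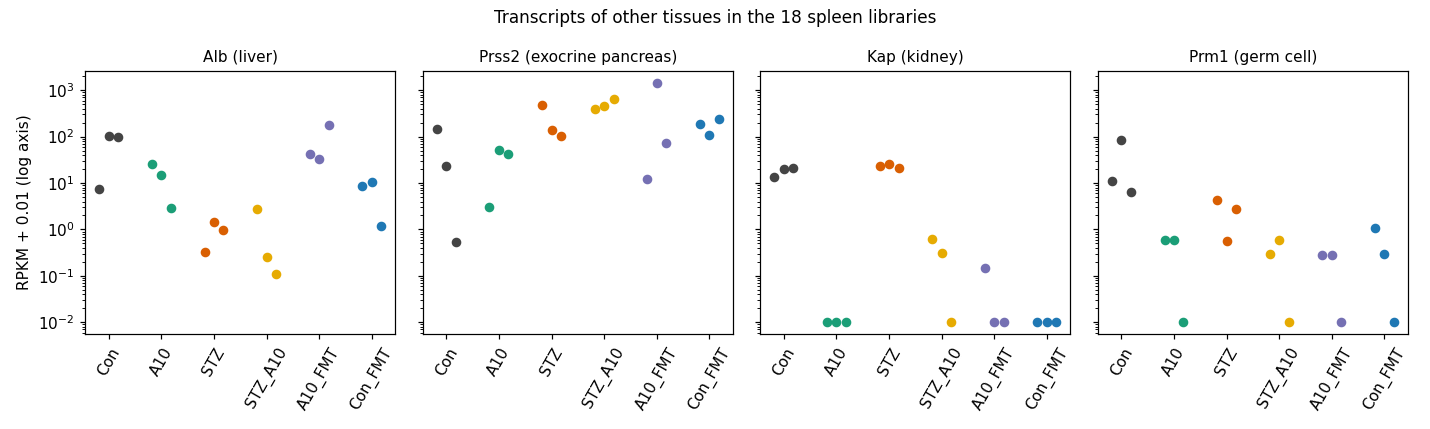
RPKM + 0.01 on a log axis of Alb, Prss2, Kap and Prm1 in each of the 18 libraries, grouped by treatment. Alb spans 0.1 to 174.72 and Prss2 0.52 to 1450.72, while Kap lies between 13.33 and 25.95 in the 6 Con and STZ libraries and at or under 0.6 in the other 12.

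STZ was compared with Con to ask what diabetes changes in the spleen. Of 12905 genes tested, 21 passed the adjusted threshold, 9 higher and 12 lower in STZ. At an unadjusted p under 0.05 there were 1428 genes, 597 higher and 831 lower, where 645 would be reached by chance. Of the alternatives, array weights moved the number past the adjusted threshold most, to 3716. Single libraries also decided that number, with 0 genes without Con replicate 2 (1035 at an unadjusted p under 0.05), 1 without STZ replicate 2, 4 without STZ replicate 1, and 114, 125 and 164 without Con replicate 1, Con replicate 3 and STZ replicate 3. Without STZ replicate 2 the number at an unadjusted p under 0.05 was 910. Groups without overlap between the libraries were found for 1657 genes (12.8%), where chance gives 10%.

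Among the genes higher in STZ, Reg3b (chromosome 6, 78370657 to 78373466, plus strand) was 68.3 ± 80.4 RPKM (SD, n = 3) in STZ and 0.587 ± 0.723 in Con. Its log2 fold change was 4.80 (SE 0.785, adjusted p 0.0385), and 3.82 without STZ replicate 1, which held 160.4 RPKM. Car1 (chromosome 3, 14766216 to 14808368, minus strand), carbonic anhydrase, was 735 ± 93.4 RPKM in STZ and 275 ± 37.4 in Con, a log2 fold change of 1.42 (SE 0.249, adjusted p 0.0405). Ier3 (chromosome 17, 35821684 to 35822923, plus strand) was 12.1 ± 2.68 in STZ and 4.43 ± 0.133 in Con, a log2 fold change of 1.25 (SE 0.168, adjusted p 0.0117). Among the lower genes, Mup7 (chromosome 4, 60066469 to 60070475, minus strand), a major urinary protein, was listed at 0 in STZ and was 37.9 ± 28.9 RPKM in Con, with an adjusted p of 0.0405. Tnp1 (chromosome 1, 73015074 to 73015909, minus strand), a sperm nuclear protein, was 0.417 ± 0.145 in STZ and 16.1 ± 20.3 in Con, where single libraries ran from 3.47 to 39.49. Its log2 fold change was -2.90 (SE 0.527, adjusted p 0.0449). Orm1 (chromosome 4, 63344560 to 63348163, plus strand), an acute phase protein, was 0.783 ± 0.329 in STZ and 7.59 ± 3.59 in Con, a log2 fold change of -2.17 (SE 0.366, adjusted p 0.0405). All 6 are annotated as protein coding, and every STZ library lay beyond every Con library. Under the alternatives tried, Ier3 stayed past the threshold in 12 of 15 and each of the others in 3 to 8 of 11 to 15. Mup7 and Orm1 were measured in libraries whose albumin differed, Reg3b in libraries whose trypsin differed and Tnp1 in libraries whose protamine differed.

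The other 15 genes past the threshold had log2 fold changes of -2.06 to 1.58. Those higher included Phlda2, Cdkn1a, Per1, Frat2, Hpn and Klf10, and those lower included Slc6a4, Cavin2, F2rl3, Gp6 and Rgs18. Of all 21, 3 are on the platelet list and 0 on the liver list. The liver list does not hold Mup7 or Orm1, so this 0 does not show the calls to be free of liver transcripts.

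The study stained spleen tissue for CD163, CCL21, CCR7 and Ki67, measured p53 and Bax by Western blotting, and described each protein as lower in STZ and recovered by A10-FMT. For apoptosis proteins its discussion instead speaks of a reduction by A10-FMT. It also blotted Bcl-xl and stained iron, which it described as raised by STZ and reversed by A10-FMT. Transcripts of the stained and blotted proteins were examined with iron and apoptosis genes as a list of 20. Of these, 19 were tested and 16 reach an RPKM of 1 in every library. Over all genes tested, 0 of the 19 passed the threshold in STZ against Con, with 7 at an unadjusted p under 0.05. Adjusted over the list alone there were 2, Cd163 and Hpx, but 0 without Con replicate 2 or STZ replicate 2 and 7 without Con replicate 3. Summed over the 6 comparisons, 0 passed over all genes and 9 adjusted over the list alone. Array weights moved both sums most, to 35 and 41. Without A10-FMT replicate 2 the sum over all genes was 4, all of them in A10-FMT against Con-FMT. It was 3 without Con replicate 1, with Hpx and Hamp in STZ against Con and Hpx in A10-FMT against STZ, and 2 without Con replicate 3, with Hp in STZ against Con and in A10 against Con.

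Cd163 (chromosome 6, 124304656 to 124330527, plus strand) was 3.54 ± 1.49 RPKM (SD, n = 3) in STZ and 1.33 ± 0.0808 in Con. Its log2 fold change was 0.92 (SE 0.226), with an adjusted p of 0.086 over all genes and 0.0186 over the list. Every STZ library lay above every Con library, so the transcript moved in the direction opposite to the stained protein. Hemopexin (Hpx), made mainly in the liver, was 0.287 ± 0.0808 in STZ and 6.30 ± 7.31 in Con, where it ran from 0.74 to 14.58 RPKM. Ccl21a (chromosome 4, 42772860 to 42773993, minus strand) was 1127 ± 549 in STZ and 799 ± 282 in Con, with a log2 fold change of 0.44 (adjusted p 0.786) that was 0.072 without STZ replicate 1 and 0.78 without STZ replicate 3. Near-identical copies of this gene share reads, so its level is uncertain. Ccr7 (chromosome 11, 99144196 to 99155077, minus strand) was 39.3 ± 9.67 in STZ and 47.4 ± 18.7 in Con, a log2 fold change of -0.23 (adjusted p 0.891) that became 0.065 without Con replicate 3 and -0.48 without Con replicate 1. Mki67, which encodes Ki67, had a log2 fold change of 0.01 (adjusted p 0.999) that ran from -0.22 without STZ replicate 3 to 0.45 without STZ replicate 1. Trp53 was 101 ± 15.3 in STZ and 80.8 ± 9.80 in Con, a log2 fold change of 0.31 (adjusted p 0.369), or 0.21 without STZ replicate 1. Bax was 75.8 ± 7.36 and 67.4 ± 5.17, a log2 fold change of 0.17 (adjusted p 0.695), or 0.088 without STZ replicate 1. None of these 6 transcripts passed over all genes as reported. With array weights 11 of the 19 study genes passed, of these 6 Cd163 and Trp53, and without STZ replicate 3 Cd163 passed. Across their alternatives the adjusted p of Cd163 ran from 0.00071 to 0.41 and that of Trp53 from 0.0192 to 0.743.

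**Figure D3:**
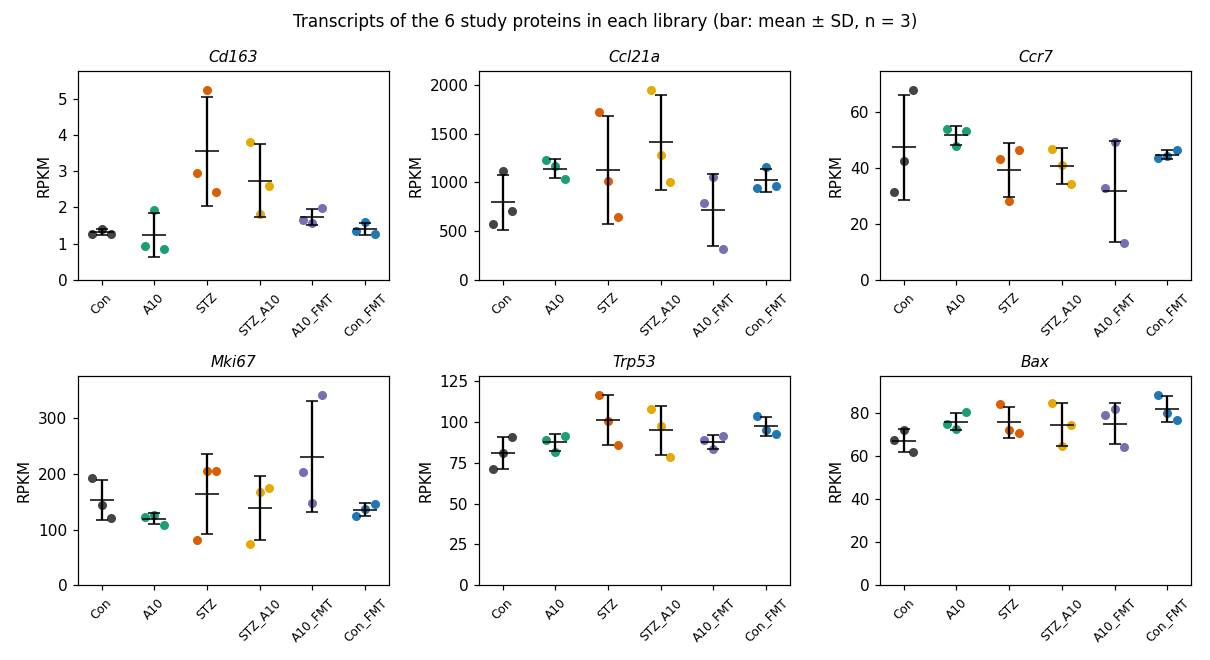
RPKM of Cd163, Ccl21a, Ccr7, Mki67, Trp53 and Bax in each library by group, with points for libraries and bars for the mean and SD (n = 3). Cd163 is 2.43 to 5.24 in STZ and 1.28 to 1.42 in Con, while the STZ and Con points of Ccl21a, Ccr7, Mki67, Trp53 and Bax overlap.

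The gene lists addressed the functions that the study described as lowered by STZ, among them adaptive immunity, complement, coagulation and platelet activation. In STZ against Con, 12 of 18 lists passed camera's threshold. Under fry and under an estimated correlation, 0 passed in any comparison, with 7 lists at an unadjusted fry p under 0.05 here, so none of the calls below holds under these tests. The platelet list was lower, with a median log2 fold change of -1.29 (adjusted p 5.17e-33, fry adjusted p 0.0729), 30 of 30 genes lower and every STZ library under every Con library. The complement and coagulation list was lower by a median of -0.29 (adjusted p 4.98e-06, 37 of 56 genes lower), or -0.18 without Con replicate 3, and it did not pass camera's threshold when only the groups compared were fitted. The T cell activation list was lower by a median of -0.29 (adjusted p 0.000607, 39 of 45 genes lower), and by -0.53 without Con replicate 1 and -0.14 without Con replicate 3. The red pulp macrophage list was higher by 0.40 (adjusted p 5.43e-09, 17 of 18 genes higher), and every STZ library lay above every Con library. The neutrophil progenitor list was lower by -1.90 (adjusted p 3.53e-13, 20 of 20 genes lower), but by -0.95 without Con replicate 1 and -2.94 without Con replicate 3. The proliferation list was higher by 0.12 (adjusted p 0.0484), by 0.35 without STZ replicate 1, and turned to -0.089 without Con replicate 3. It did not pass camera's threshold with quantile normalization, with the replicate block, after median centring, or without Con replicate 2, Con replicate 3, STZ replicate 2 or STZ replicate 3. Nor did it pass without A10 replicate 2, STZ-A10 replicate 3 or Con-FMT replicate 3 (adjusted camera p 0.0509, 0.053 and 0.0532).

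Lists of other tissues moved too. The liver list was lower in STZ by a median of -1.75 (adjusted p 2.53e-30, 39 of 41 genes lower), with every STZ library under every Con library. The steroid hormone biosynthesis list was lower by -0.33 (adjusted p 4.3e-05) but did not pass when only the groups compared were fitted. Also lower were the adipose list, by -0.78 (adjusted p 2.29e-05; -1.26 without Con replicate 1), the testis germ cell list, by -2.64 (adjusted p 0.000237; -1.54 without Con replicate 2) and the Y-linked list, by -0.41 (adjusted p 0.00655; -0.14 without STZ replicate 1). The Y-linked list did not pass without STZ replicate 1 or Con replicate 3. The exocrine pancreas list was higher by 2.74 (adjusted p 2.09e-12, 30 of 31 genes higher), or 1.37 without Con replicate 3. The monosaccharide biosynthesis list (adjusted p 0.336), the B cell list (0.0921), the plasma cell list (0.141), the erythroid list (0.336), the adrenal and gonad list (0.782) and the p53 target list (0.0822) did not pass. These directions held under quantile normalization and median centring for every list that passed in STZ against Con.

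A10-FMT was compared with STZ to ask whether microbiota from AOS-fed donors changes the diabetic spleen. Of 12905 genes, 1 passed the threshold, Kap, the kidney androgen regulated protein (chromosome 6, 133849851 to 133853762, minus strand). Kap was 23.5 ± 2.52 RPKM (SD, n = 3) in STZ and 0.0467 ± 0.0808 in A10-FMT, with an adjusted p of 4.27e-10. At an unadjusted p under 0.05 there were 2216 genes, 252 higher and 1964 lower, and the median of all genes shifted by -0.15 on the log2 scale. With libraries centred on their medians, which evens the split by construction, it became 935 higher and 718 lower, and with quantile normalization 590 and 930. The count past the threshold was 87 without STZ replicate 3 and 8 without A10-FMT replicate 2. The count at an unadjusted p under 0.05 was 867 without STZ replicate 1, 1011 without A10-FMT replicate 3 and 4292 without A10-FMT replicate 2.

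Of the study genes, 0 of 19 passed over all genes in A10-FMT against STZ, with 7 at an unadjusted p under 0.05. Adjusted over the list alone there were 5, of which Cd163, Bcl2, Slc40a1 and Spic were lower and Hpx was higher. Single libraries decided this count, with 1 (Slc40a1) without A10-FMT replicate 3 and 2 (Slc40a1 and Hpx) without STZ replicate 1 or 2. It was 6 without STZ replicate 3, Con replicate 1 or STZ-A10 replicate 2. Cd163 was 1.74 ± 0.216 RPKM (SD, n = 3) in A10-FMT, a log2 fold change of -0.69 against STZ (adjusted p 0.23, list 0.0363). The iron exporter Slc40a1 was 53.1 ± 0.464 in A10-FMT and 80.2 ± 6.41 in STZ, a log2 fold change of -0.58 (adjusted p 0.137, list 0.00815). With array weights 6 passed over all genes, these 5 and Hamp. Across their alternatives the adjusted p of Cd163, Slc40a1 and Spic ran from 0.00268 to 0.675, from 0.00388 to 0.556 and from 0.0239 to 0.734. Ccl21a was 719 ± 372 in A10-FMT and 1127 ± 549 in STZ, a log2 fold change of -0.70 (adjusted p 0.354) that was -0.19 without A10-FMT replicate 3, -0.33 without STZ replicate 1 and -1.06 without A10-FMT replicate 2. The log2 fold changes of Ccr7, Mki67, Trp53 and Bax were -0.45, 0.53, -0.19 and -0.02, with adjusted p of 0.458, 0.424, 0.414 and 0.945. Cd163 was -0.43 without STZ replicate 2. Trp53 was -0.080 without STZ replicate 1, -0.30 without STZ replicate 3 and -0.017 under median centring. Mki67 was 0.084 without STZ replicate 1, 0.20 without A10-FMT replicate 3 and 0.80 without A10-FMT replicate 2. Ccr7 was -0.85 without A10-FMT replicate 2 and turned to 0.063 without A10-FMT replicate 3, and Bax to 0.091 without it and to 0.15 under median centring.

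In A10-FMT against STZ, 10 of 18 lists passed camera's threshold, and 3 had an unadjusted fry p under 0.05. The liver list was higher by a median of 1.92 (adjusted p 1.05e-53, 40 of 41 genes higher), and every A10-FMT library lay above every STZ library. The complement and coagulation list was called higher (adjusted p 0.000551), although 33 of its 56 genes were lower. Its median was -0.13 as deposited, -0.037 with quantile normalization and 0.041 after median centring, and -0.22 and -0.046 without A10-FMT replicates 2 and 3. With quantile normalization and after median centring it did not pass camera's threshold. The steroid hormone biosynthesis list was higher by 0.10 (adjusted p 1.54e-07; 0.16 without STZ replicate 2 and 0.068 without A10-FMT replicate 3). Its median was 0.148 with quantile normalization and 0.271 after median centring. The platelet list was higher by 0.38 (adjusted p 1.8e-10, 25 of 30 genes higher), and by 0.19 without STZ replicate 2 and 0.68 without STZ replicate 3. The red pulp macrophage list was lower by -0.51 (adjusted p 1.16e-07, 18 of 18 genes lower). The erythroid list was higher by 0.67 (adjusted p 8.2e-13), or 0.14 without STZ replicate 1. The proliferation list was higher by 0.40 (adjusted p 2.24e-13, 30 of 30 genes higher), or 0.12 without A10-FMT replicate 3 and 0.60 without A10-FMT replicate 2. The T cell activation list did not pass (adjusted p 0.0631). Its median was -0.40, with 40 of 45 genes lower, and 0.020 without A10-FMT replicate 3.

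Con-FMT was compared with STZ as the transplant control. Again 1 gene passed, Kap, listed at 0 in Con-FMT (adjusted p 3.47e-10), and 2 genes passed without Con-FMT replicate 3. At an unadjusted p under 0.05 there were 676 genes, 343 higher and 333 lower, where 645 would be reached by chance. That count was 355 without STZ replicate 2, and 397 and 334 without Con-FMT replicates 1 and 2. Of the study genes, 0 passed over all genes and 3 had an unadjusted p under 0.05. Adjusted over the list alone 1 passed, Cd163, at 1.40 ± 0.168 RPKM (SD, n = 3) in Con-FMT, a log2 fold change of -0.87 (adjusted p 0.798, list 0.0276). Of the lists, 8 passed camera and 0 had an unadjusted fry p under 0.05. The T cell activation list was higher by 0.45 (adjusted p 5.92e-12, 40 of 45 genes higher), with every Con-FMT library above every STZ library. The platelet list was higher by 0.64 (adjusted p 5.63e-18, 30 of 30 genes higher).

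A10-FMT was compared with Con-FMT to ask whether the donors' AOS matters. The number of genes past the threshold was 0, with 3040 at an unadjusted p under 0.05, of which 450 were higher and 2590 lower. Without A10-FMT replicate 3 only 464 genes, 100 higher and 364 lower, had an unadjusted p under 0.05, fewer than the 645 that chance gives. The number was 5531 without A10-FMT replicate 2, and 1909, 1613 and 1895 without Con-FMT replicates 1, 2 and 3. The median of all genes shifted by -0.17, and the split became 1360 higher and 1074 lower after median centring, and 953 and 1263 with quantile normalization. Without A10-FMT replicate 2, 2625 genes passed. Of the study genes 0 passed over all genes, 3 had an unadjusted p under 0.05, and adjusted over the list alone 1 passed, Hpx. Of the lists, 8 passed camera, and 2 had an unadjusted fry p under 0.05. The T cell activation list was lower by -0.72 (adjusted p 9.17e-11, 45 of 45 genes lower), or -0.40 without A10-FMT replicate 3 and -0.55 after median centring. The erythroid list was higher by 0.72 (adjusted p 2.85e-13), or 0.42 without A10-FMT replicate 3. The liver list was higher by 1.57 (adjusted p 5.17e-33, 38 of 41 genes higher).

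The study described the changes of spleen gene expression by STZ as recovered by A10-FMT, by Con-FMT or by both, which was addressed across genes. The log2 fold changes of STZ against Con and of A10-FMT against STZ correlated with r = -0.461. Simulated groups unchanged from STZ gave a median r of -0.270, and 95% of them lay between -0.663 and 0.268, with 213 of 1000 as low (p 0.214). For Con-FMT r was -0.598, with a simulated median of -0.250 and a 95% range of -0.656 to 0.258, and 53 of 1000 were as low (p 0.0539). Neither correlation lay outside what the shared STZ group alone gives. Restricting the genes to those past the threshold in STZ against Con moved the A10-FMT value most, to -0.807 (p 0.043, inside the 95% range of -0.838 to 0.759), while Spearman's correlation gave -0.149 (p 0.687). Left out singly, 2 libraries took a value outside its simulated range, with -0.640 for A10-FMT without A10-FMT replicate 3 and -0.712 for Con-FMT without STZ replicate 3. The simulation takes the observed STZ change, its noise included, as the true one. This makes the simulated correlations less negative, so these 2 values do not show a reversal. Of the 21 genes past the threshold in STZ against Con, 20 moved in the opposite direction in each transplant group. Of these, 0 passed the threshold against STZ, and 11 in A10-FMT and 14 in Con-FMT had an unadjusted p under 0.05. Simulated unchanged groups gave a median of 16.5 of 21, and 17 of 100 gave as many as 20.

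**Figure D4:**
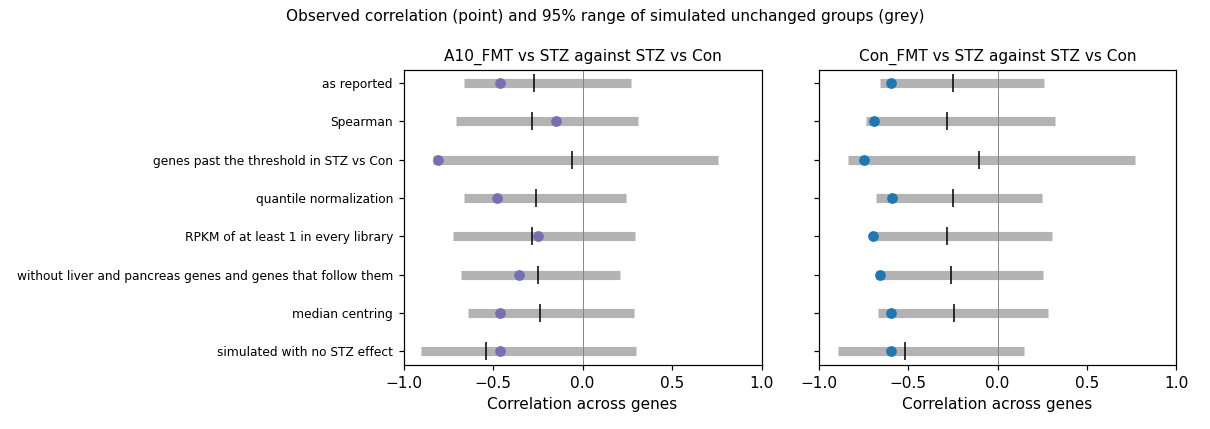
Correlation across genes (x axis) between the STZ change and the change in A10-FMT (left) or Con-FMT (right) under each setting, with points for the observed value, grey bars for the central 95% of simulated unchanged groups and black ticks for their median. The reported values of -0.461 and -0.598 lie inside their simulated ranges of -0.663 to 0.268 and -0.656 to 0.258.

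A10 was compared with Con for the effect of AOS alone, and STZ-A10 with STZ for its effect in diabetic animals. In each, 1 gene passed, Kap. It was 18.1 ± 4.17 RPKM (SD, n = 3) in Con and listed at 0 in A10 (adjusted p 1.26e-09), and 0.3 ± 0.3 in STZ-A10 (adjusted p 1.15e-09). At an unadjusted p under 0.05 there were 677 genes in A10 against Con and 378 in STZ-A10 against STZ, where 645 would be reached by chance. The first was 440 and 327 without A10 replicates 1 and 3, and the second 883 without STZ replicate 1. In A10 against Con, 21 genes passed without Con replicate 3, 15 without Con replicate 1, 9 without Con replicate 2 and 9 without A10 replicate 2. Of the study genes, 0 passed in either comparison by either adjustment, with 3 and 0 at an unadjusted p under 0.05. The plasma cell list was higher in both, by 0.87 (adjusted p 6.79e-19) and 0.53 (adjusted p 2.99e-11; 0.34 without STZ-A10 replicate 1), with 13 of 13 genes higher. Of the lists, 12 and 10 passed camera, and 3 and 1 had an unadjusted fry p under 0.05. In A10 the neutrophil progenitor list was lower by -1.88 (adjusted p 4.67e-26), but -0.88 without Con replicate 1 and -2.96 without Con replicate 3. The testis germ cell list was lower by -3.08 (adjusted p 3.23e-14), or -1.89 without Con replicate 2, and the liver list by -0.91 (adjusted p 7.36e-19), or -0.49 without Con replicate 2 and -1.65 without Con replicate 1. In STZ-A10 the platelet list was higher by 0.51 (adjusted p 4.32e-12), or 0.29 without STZ replicate 2 and 0.85 without STZ replicate 3.

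The interaction of STZ and AOS asked whether AOS acts differently in diabetic and other animals. The number of genes past the threshold was 0, with 369 at an unadjusted p under 0.05, or 211 without A10 replicate 3. Array weights moved the number past the threshold most, to 4.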

Values the study reported

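The study gave a single streptozotocin dose of 135 mg/kg body weight. It reported a blood glucose of 23.8 ± 2.1 mmol/l in the STZ group against 8.2 ± 1.3 mmol/l in Con, measured 3 days after the injection. For its spleen RNA-seq it called a gene changed at an FDR of at most 0.001 with an absolute log2 ratio of at least 1. The test was the MARS method of the DEGseq package, which was not run here.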

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

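The interaction of STZ and AOS for single genes and the liver and pancreas correlations were planned. The other tests in this part were chosen after the results were seen. The lists were first picked by fry, which gave 0, and then by camera, the planned set test.

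A difference between groups was looked for by the interaction of STZ and AOS, which compares the response to AOS in diabetic animals (STZ-A10 against STZ) with that in other animals (A10 against Con). No single gene passed (0, with 369 at an unadjusted p under 0.05), and of the 19 study genes 0 passed over the list alone, with 1 at an unadjusted p under 0.05 and a smallest adjusted p of 0.545. Camera called 9 of the tested lists, while fry and an estimated correlation called 0. In the tested genes, 46 (0.356%) moved in fully opposite directions in the 2 pairs, where chance gives 0.5%. No test of single outlying samples was made. Array weights, which grade single libraries, are given below.

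The value given for each list is the difference between the responses in mean log2 list value. It was 0.87 for the platelet list, 1.55 for the neutrophil progenitor list, -0.376 for the plasma cell list, 0.358 for the Y-linked list, 0.978 for the liver list, 0.357 for the complement and coagulation list, 0.395 for the steroid hormone biosynthesis list, 1.33 for the exocrine pancreas list and 1.58 for the testis germ cell list. Their adjusted camera p ran from 1.56e-27 (platelet) to 0.00511 (Y-linked). All 9 kept their direction under quantile normalization, median centring and leaving out each library. Single libraries set the size of most. Without Con replicate 1 the neutrophil progenitor value was 0.64 and the exocrine pancreas value 0.19, and the liver, steroid and complement values rose to 1.68, 0.67 and 0.53. Without Con replicate 3 the neutrophil and pancreas values were 2.51 and 2.50. Without Con replicate 2 the liver value was 0.57, the steroid value 0.22 and the testis value 0.90. Without STZ replicate 1 the plasma cell value was -0.14 and the Y-linked value 0.084, and without STZ-A10 replicate 1 the plasma cell value was -0.62.

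Relabelling the 12 libraries argues against reading the number of lists as a response to treatment. Of 100 relabellings, the real one included, 67 gave at least as many lists past the threshold as the real one. All relabellings other than the real one gave 3 to 14 lists, with a median of 9. Chance alignment of the libraries is therefore a candidate explanation for all 9 lists. The same count for single genes, 100 of 100, is fixed by the observed 0 and decides nothing.

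For the liver list and the liver-made part of the complement list, liver tissue in some of the spleen samples may account for the difference, since the 42 liver genes rise and fall together across the 18 libraries (median pairwise r 0.864). For the exocrine pancreas list the same holds of pancreas tissue (median pairwise r 0.957), and for the testis list of testis tissue or RNA (median pairwise r 0.894, but 0.233 without Con replicates 1 and 2, on which it rests). Of the complement list, 12 liver-made genes followed the liver list (median r 0.898) and 12 immune-made genes did not (-0.378), which argues against liver tissue for the latter. Of the steroid list, 10 of 26 genes followed the liver list with r above 0.8 (median of the list 0.449). Liver tissue is a candidate explanation for those 10 genes only. A test that could tell a response of the spleen's own cells from such tissue was not available for the liver, steroid, pancreas and testis lists. For the platelet, neutrophil progenitor, plasma cell and Y-linked lists no technical explanation other than chance was tested, and a different response to AOS in diabetic animals stays open as untested.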

How the results depend on the processing

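Median centring, the simulation without an STZ effect, the gene-by-gene estimate of array weights, and the counts of study genes under the filters, the pseudocount, limma without trend and array weights were chosen after the results were seen.

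Kap kept its direction and its call in all 56 fits in which it was tested (highest adjusted p 0.000671). The 60 list calls by camera ranged from 56 to 61 under quantile normalization, fits of the compared groups, the replicate block and median centring, and from 55 to 65 across the fits that each left out a replicate. They fell to 0 under fry and to 0 under the estimated correlation, tests which allow for correlation between the genes of a list. The totals hide calls that were lost while others were gained. Of the 60, 12 were not kept under at least 1 of these 4 settings and 23 in at least 1 fit without a replicate, which left 33 kept in all. In STZ against Con, the complement list (adjusted p 0.0939) and the steroid list (0.241) were lost in fits of the compared groups, and the proliferation list with quantile normalization (0.172), the replicate block (0.0605) and median centring (0.114). In A10-FMT against STZ the complement list was lost with quantile normalization (0.0883) and median centring (0.102). The cause was not tested. Of 108 list medians, 13 changed sign with the scaling. Of those past camera's threshold this holds for the complement and coagulation list, in A10-FMT against STZ (-0.13, -0.037 with quantile normalization, 0.041 after median centring) and in A10-FMT against Con-FMT (-0.12, 0.024 and 0.055). Median centring moves all genes of a comparison by the same amount, so small medians can change sign under it by construction. The 13 include the erythroid list in STZ against Con, at -0.063 as deposited and 0 with quantile normalization.

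The number of genes past the threshold in STZ against Con, 21, was 10 with quantile normalization (7 shared genes), 9 with no filter on low values (5 shared), 9 with an RPKM of at least 1 in every library (9 shared), 47 with a pseudocount of 0.1 (20 shared), 0 when only the groups compared were fitted (960 at an unadjusted p under 0.05), 5 after median centring and 0 at the study's threshold. The 9 higher and 12 lower genes became 5 and 5 with quantile normalization and 3 and 2 after median centring. With array weights it was 3716. Across the fits without a replicate it ran from 0 (without Con replicate 2, 1035 at an unadjusted p) to 164 (without STZ replicate 3). The cause was not tested, except that the study's threshold is stricter by construction. That threshold was applied here to the limma results, while the study used the DEGseq package with its MARS method. The 0 is therefore not the number that the study's own test would give.

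With no filter on low values, A10-FMT against STZ gave 9 genes, Con-FMT against STZ 6, A10 against Con 4 and STZ-A10 against STZ 6, each 1 as reported. An RPKM of at least 1 in every library gave 0 in each of these 4, because it removes Kap. Fits of the compared groups gave 5 in A10-FMT against STZ and 1 in A10-FMT against Con-FMT (0 as reported), and a pseudocount of 0.1 gave 1 there and 2 in A10 against Con. In A10 against Con, quantile normalization gave 2 and median centring 2. Without a replicate, the count ran from 1 to 87 (without STZ replicate 3) in A10-FMT against STZ, from 1 to 2 in Con-FMT against STZ, from 0 to 2625 (without A10-FMT replicate 2) in A10-FMT against Con-FMT, from 1 to 21 (without Con replicate 3) in A10 against Con, and stayed at 1 in STZ-A10 against STZ and at 0 for the interaction. The cause was not tested.

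Array weights gave 2145 genes in A10-FMT against STZ, 2360 in Con-FMT against STZ, 6068 in A10-FMT against Con-FMT, 1327 in A10 against Con, 9 in STZ-A10 against STZ and 4 for the interaction. The REML estimate of the weights stopped before it converged, with a weight of 424.3 for A10-FMT replicate 1, so a gene-by-gene estimate was used. Its weights ran from 0.113 (A10-FMT replicate 3) to 7.37 (A10-FMT replicate 1), so that each of these comparisons leans on few libraries.

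With the replicate number as a block, STZ against Con gave 3 genes. The numbers do not pair the animals throughout, since the deviations of same-numbered libraries correlated across genes as low as -0.385 and in no comparison was every pair above 0.1. In STZ-A10 against STZ the correlations were 0.571, 0.0441 and 0.429 for replicates 1, 2 and 3, so pairing of some libraries is left open there.

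For the study genes, the count over all genes, 0, was 35 with array weights and ran from 0 to 4 without a replicate (4 without A10-FMT replicate 2, 3 without Con replicate 1). With array weights 11 passed in STZ against Con, Cd163, Trp53, Slc40a1, Spic and Hpx among them, 6 in A10-FMT against STZ (Cd163, Slc40a1, Spic, Hpx, Bcl2 and Hamp), 4 in Con-FMT against STZ, 10 in A10-FMT against Con-FMT, 4 in A10 against Con and 0 in STZ-A10 against STZ. Without STZ replicate 3 Cd163 passed in STZ against Con (0.0386). The 9 calls adjusted over the list alone were 41 with array weights, 2 in fits of the compared groups and 2 with an RPKM of at least 1 in every library, and ran from 3 (without STZ replicate 2) to 15 (without Con replicate 3). Directions reversed for transcripts far from the threshold. With array weights Ccl21a in STZ against Con was -0.10, and in A10-FMT against STZ Ccr7 was 0.06 and Bax 0.12. Bax was 0.15 after median centring. Without a replicate, Ccr7 in STZ against Con ran from -0.48 to 0.065 and Mki67 from -0.22 to 0.45, and in A10-FMT against STZ Ccr7 ran from -0.85 to 0.063 and Bax from -0.083 to 0.091. The cause was not tested. Counted once per setting, single genes and a selection of the lists became weaker 51 times, stronger 7 times and reversed 4 times under the alternatives. Without a replicate they became weaker 16 times, stronger 1 time and reversed 8 times. Lists outside the selection do not enter this count, and the list calls lost without a replicate are given above.

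The reversal for A10-FMT, -0.461, ran from -0.640 (without A10-FMT replicate 3) to -0.326 without a replicate, and that for Con-FMT, -0.598, from -0.712 (without STZ replicate 3) to -0.503. Those 2 lowest values lay outside their simulated ranges. Under the other settings A10-FMT ran from -0.807 (genes past the threshold, p 0.043) to -0.149 (Spearman, p 0.687), and Con-FMT from -0.749 (genes past the threshold, p 0.0739) to -0.588, all within the 95% ranges. One-sided p for Con-FMT was 0.031 with an RPKM of at least 1 in every library and 0.035 without liver and pancreas genes. Simulated groups with no STZ effect either, with all libraries, gave medians of -0.540 and -0.515. Their 95% ranges were -0.9011 to 0.2985 for A10-FMT and -0.8917 to 0.1459 for Con-FMT, which hold those 2 lowest values too. A first reference for the 21 genes, which did not pick the genes anew in each draw, gave a lower median count and was replaced by the one reported. With no STZ effect in the simulation the median was 20, and 51 of 100 draws gave as many as observed.

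Some values could not be had. An RPKM of at least 1 in every library removes Reg3b, Mup7, Tnp1, Orm1, Kap and Cd163 from the test, and without any Con replicate Tnp1 falls under the filter. The planned test on group sums was not run, since it needs counts. Library depths are unknown, so differences in genes under 1 RPKM, such as most kidney and germ cell transcripts, rest on few reads.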

Other observations

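The liver and pancreas correlations and the splits for counts of single genes were planned. The other tests in this part were chosen after the results were seen, and where a test replaced another both are given.

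The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, so a share under 10% cannot be reached. In STZ against Con, 1 of the 10 splits, the real one, gave as many as 21 genes, and the other 9 gave 0, but 2 of 10 gave as many at an unadjusted p under 0.05. As many lists were given by 1 of 10 and as many study genes over the list alone by 1 of 10. For A10-FMT against STZ the numbers were 3 of 10 for genes, 4 of 10 for lists and 1 of 10 for study genes. For Con-FMT against STZ they were 1, 6 and 1 of 10. For A10-FMT against Con-FMT they were 10, 7 and 1 of 10. For A10 against Con they were 3, 1 and 10 of 10, and for STZ-A10 against STZ 1, 2 and 10 of 10. A count of 10 goes with an observed 0. At an unadjusted p under 0.05, as many genes were given by 4 of 10 splits in A10-FMT against STZ and by 2 of 10 in Con-FMT against STZ. For A10-FMT against Con-FMT it was 1 of 10, the real split with 3040 genes, where the others gave at most 2196. For A10 against Con it was 2 of 10 and for STZ-A10 against STZ 6 of 10.

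Liver transcripts differed between the spleen libraries. The 42 genes of the liver list, of which 8 reach an RPKM of 1 in every library and 20 are on another list, correlated with a median pairwise r of 0.864 (rho 0.82) across 18 libraries. The permutation p was 0.001, the smallest that 1000 shuffles can give, and r was 0.826 without the 2 farthest libraries. Liver tissue or RNA in some samples may thus explain why liver genes were lower in STZ and higher in A10-FMT. The complement list falls into parts, and over its 52 genes not on the liver list the median correlation with the liver list was -0.0498 (permutation p 0.63), with 10 genes above 0.8. For 12 complement and clotting genes made by hepatocytes and not on the liver list, the median correlation with the liver list was 0.898 (0.846 without the 2 farthest libraries), so liver tissue may explain their differences too. For 12 complement genes made by immune cells it was -0.378 (-0.0479 without the 2 farthest), which argues against liver tissue as the cause of any change in these. On the steroid list the median was 0.449, with 10 of 26 genes above 0.8. Differences in the liver-made complement genes and in those 10 steroid genes are therefore open to liver carry-over.

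The liver signal differed in its make-up between libraries. Among the 10 libraries with Alb of at least 5 RPKM, Mup3 and Mup7 summed to 0.0148 to 0.349 per Alb in 5 libraries of STZ-treated animals and to 0.768 to 1.6 in 5 of others (two-sided exact permutation p 0.00794, 0.0119 adjusted over 3 ratios). These 5 libraries are all from transplant groups, as no STZ or STZ-A10 library reached that level of Alb, so STZ and the transplant cannot be separated here. A single shared source of liver RNA for all libraries is argued against. Carry-over from each animal's own liver, or between libraries of the same group in the study's liver set, stays open.

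Pancreas transcripts varied more. For 31 exocrine genes, 7 of which reach an RPKM of 1 in every library, the median pairwise r was 0.957 (rho 0.955, and 0.948 without the 2 farthest), so pancreas tissue, which lies beside the spleen, may explain them. The most abundant were Ctrb1, Try5 and Amy2a5. Among the 16 libraries with at least 5 RPKM of Prss2, Amy2a5 per Prss2 was 0.899 to 2.39 in 12 of STZ-treated animals. It was 2.70 to 3.79 in the 4 others (two-sided exact permutation p 0.000549, 0.00165 adjusted), which argues against a single shared source. Of the libraries under that level, Con replicate 3 was at 2.77 and A10 replicate 1 at 2.3, the latter inside the STZ-treated range. Amylase and trypsin genes have close copies, so these ratios are uncertain. Insulin (Ins2) was at 0 in the Con, A10, STZ and STZ-A10 libraries, 0.21, 19.97 and 1.58 RPKM in A10-FMT and 2.26, 1.72 and 0.22 in Con-FMT. It was thus absent from animals that received no STZ and present only in the transplant groups, which received it. This split does not go with STZ treatment, and its source was not tested. The adipose list had a median pairwise r of 0.59.

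Reg3b, which pancreas acinar cells make when injured, did not simply follow trypsin. A first test set Reg3b per Prss2 in STZ-treated animals against the others and found no difference (two-sided exact permutation p 0.648). Seeing that the treated groups differed among themselves, a permutation over the 6 groups was run instead (p 1e-05, the smallest that 100000 permutations can give). Per 100 Prss2 it was 12.3 to 33 in STZ, 7.77 to 12.5 in STZ-A10, 9.02 to 14.1 in Con-FMT, 0.926 to 2.85 in the 4 Con and A10 libraries with at least 5 RPKM of Prss2, and 0 to 0.289 in A10-FMT. The amount of pancreas tissue alone is argued against. A candidate explanation is a different injury state of the pancreas itself, low in A10-FMT, which was not tested and which was found on the same data.

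Kap was the 1 gene above 5 RPKM in all 6 Con and STZ libraries and under 1 in the other 12, which is the split of animals that received neither AOS nor a transplant from those that did. In the 6 libraries it varied 1.95-fold, where Alb varied 327-fold and Prss2 935-fold, which would be unusual for kidney tissue carried over at each dissection but does not decide it. Of a list of 21 other kidney genes, 17 were higher in the 6 libraries, with an exact permutation p of 0.0697 for that number and 0.141 for the mean log2 value of the list. A first test, on the sum of the list (0.911), decides nothing, because the sum is mostly Pdzk1ip1, at a mean of 77.8 RPKM in the 6 libraries and 80.6 in the other 12. Apart from it and Acy3 (3.78 and 3.41) the means were under 1 RPKM, where a small share of kidney RNA would be hard to see, so kidney tissue or RNA could be neither shown nor excluded. Of 7 kidney genes noticed first in the table, all 7 were higher in the 6 libraries, and 4 were separated fully, but they were picked for it. A response of the spleen to AOS or to the transplants was not tested and stays open beside kidney RNA. The labels name no batch, so a difference in dissection or library preparation between these 6 libraries and the other 12 was not tested either. The 4 comparisons whose 1 gene was Kap rest on it.

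Germ cell transcripts stood in the Con libraries. The testis list had a median pairwise r of 0.894 (rho 0.452), but 0.233 without Con replicates 1 and 2, so the relation rests on those. Testis tissue or RNA in these libraries is a candidate explanation for the call of Tnp1.

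In A10-FMT more genes were lower than in STZ and Con-FMT. Globin transcripts taking a larger share may explain the excess, as the library median falls with the share (r -0.875, -0.861 within groups). The share was taken of the summed RPKM, so the share of the reads is unknown. Because RPKM is scaled to the reads of a library, other genes fall in part by construction when globin rises. The correlation therefore does not test this explanation. Whether the blood content of the spleens differed was not tested.

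The beta-globin genes Hbb-bs and Hbb-bt varied widely, Hbb-bs from 5.61 to 54524.89 RPKM. Hbb-bs did not follow Hba-a1 (r -0.0334, rho -0.0568, permutation p 0.9, 0.9 adjusted over 5 relations, -0.116 without the 2 farthest libraries, -0.534 within groups), which argues against the amount of red cells. Hbb-bs and Hbb-bt moved together (r 0.987, rho 0.994, permutation p 1e-05, 0.997 without the 2 farthest, 0.969 within groups). Different beta-globin haplotypes in these ICR animals, an outbred strain, may explain this, although reads shared between the near-identical copies would also tie them together.

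Per1, Cdkn1a and Klf10, higher in STZ, are genes that glucocorticoids raise. A list of 8 other such genes was higher in STZ (median log2 fold change 0.62, 8 of 8 higher, camera p 4.17e-07, fry p 0.00862, estimated correlation 0.028, none adjusted), which is consistent with glucocorticoid exposure. Clock genes of opposite phase moved apart by 0.677, and 2 of 10 splits moved them as far, so the hour of collection cannot be told apart from it.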
